A study of Mus musculus with 16 samples. Its data were reported in "Transcriptional integration of mitogenic and mechanical signals by Myc and YAP" (2017).

How the data were processed

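RNA was sequenced from mouse embryonic fibroblasts that express MycER, with or without the YAP mutant, in 16 libraries of 8 groups, 2 per group. The groups combine the 2 populations with OHT (400 nM) and Y27632 (50 µM), and each library was placed by its label alone. RNA was purified on spin columns, and the libraries came from a TruSeq kit without its poly(T) selection step, so that RNAs without a poly(A) tail were kept. The submitters name TopHat2 2.0.8, TopHat, SAMtools and featureCounts 1.4.5-p1 and the mouse genome build mm9, and state neither annotation nor strand setting.

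The deposited values are RPKM by the authors, reads per kilobase of gene and per M (mega) reads of the library assigned to genes, for 21671 genes. No label names this unit, which was inferred from the values, and whether reads or fragments were counted is not stated. Low values of a gene are whole multiples of a step that keeps 1 fixed ratio between any 2 libraries. From these steps the reads behind every deposited value were worked out to within 0.01 read of a whole number, and with them the depth of each library, 1.76 to 15.71 M reads. The absolute scale of depth rests on gene lengths from a later annotation, GENCODE M21, matched by symbol, and no coordinates were used. Values stop rising at a level that falls as depth rises, as they do when reads at 1 position are counted once, so high values are compressed, most in the deepest libraries.

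A count test was planned for a file of counts, with a test of normalized values in its place for a file of RPKM, and the latter was used. Values were set to log2(RPKM + 1) as deposited, with genes kept at an RPKM of 1 or more in at least 2 libraries, which left 13028. All libraries were fitted together in limma 3.58.1 under R 4.3.3, with 1 coefficient per group, a mean-variance trend and 8 residual degrees of freedom, and each comparison is a two-sided moderated test. The adjusted p is by Benjamini-Hochberg over all genes tested within a comparison, with a threshold of 0.05. There were 14 planned comparisons, 5 of them tests of a difference between responses, and 2 more were added after the values were seen, as was the averaged effect of OHT over 8 against 8 libraries. Comparisons that share a group share its chance errors. Depth was recovered in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

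The lists of genes, 26 in number, the planned comparisons and the rule for naming genes were fixed before the data were examined. Lists with 3 or more tested genes went through camera with a preset correlation of 0.01 and with an estimated one, and through fry, adjusted over the lists of a comparison. Camera compares a list with other genes, while fry tests whether a list moves 1 way on balance, and list medians are given relative to the median of all genes. Genes induced by OHT in 1 population, with a log2 change above 0.5, were tested by fry on the interaction of the other. The genes named in a comparison come from the 6 highest and 6 lowest changes among genes past the threshold with a mean of at least 10 RPKM and no overlap between libraries. RNAs under 200 bases and predicted genes were left out of these, and no lack of overlap was asked of interactions. To them come up to 4 members of a list with the smallest adjusted p, the genes Yap1, Myc, Esr1, Ctgf, Cyr61 and Ankrd1, and 4 Myc targets that the study followed in other cells, Heatr1, Wdr74, Mcm5 and Impdh2. Not every gene that the rule picks is reported here.

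The alternatives were a pseudocount of 0.1, no filter or a filter at 5, quantile normalization, no trend, the replicate number as a term, only the libraries of a comparison, leaving out structural RNAs and histone genes, a log2 change above 0.5 as well, voom on recovered reads, and leaving out each library in turn. Cyclic loess, and voom on reads corrected for duplicates with median-ratio scaling, were added after the values were seen. The correction takes each position and strand of a gene to keep at most 1 read, with the filled share held at 0.97 or less. The 3 scalings that act on high values are quantile normalization, cyclic loess and this correction. Calls said to hold in every scaling passed in the same direction in these and as deposited. The test was tried on data simulated at the depths of MycER OHT and MycER, with a dispersion of 0.01 and duplicates removed. Of genes changed by 0.5, 1 and 2 on the log2 scale it found 6.8%, 60.3% and 93.1%. False calls were 74 among 12903 genes as deposited, 12 after quantile normalization and 3 on corrected reads. With no duplicates removed they were 9, 10 and 366. The correction undid the simulated bias but only part of the real one, so these rates need not hold here. With 2 libraries per group a gene absent from the calls was not detected at this depth, which does not make it unchanged.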

Results

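RNA was sequenced from serum-starved mouse embryonic fibroblasts that express MycER, a Myc protein fused to a hormone-binding domain and switched on by 4-hydroxytamoxifen (OHT, 400 nM). The cells labelled YAP2S are described as also expressing a mutant of YAP, a co-activator of TEAD transcription factors. That mutant lacks serines which LATS kinases phosphorylate to restrain YAP. Both populations were sampled with and without OHT and with and without Y27632 (Y27, 50 µM), an inhibitor of the kinase ROCK, which drives actomyosin contraction. That gives 8 groups of 2 libraries, 16 in all, and nothing in the labels says whether the 2 replicates of a group were separate cultures. Groups are named by their labels, so that MycER OHT Y27 means MycER cells with both compounds, and every direction below is that of the libraries so labelled. Changes are log2 fold changes of RPKM unless another scale is named, ± standard error (SE) by variance pooled over all 16 libraries. Every gene given below as risen, fallen, higher or lower between a pair of groups had both libraries of one label above both of the other.

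The estimated depth, in M (mega) reads assigned to genes, differed 8.9-fold between libraries. It was 1.76 and 7.08 M reads for the replicates labelled MycER, 6.29 and 10.2 for MycER Y27, 15.71 and 13.49 for MycER OHT, and 3.63 and 2.62 for MycER OHT Y27. The libraries labelled YAP2S held 14.75 and 13.05 M reads, YAP2S Y27 13.86 and 15.0, YAP2S OHT 12.59 and 9.83, and YAP2S OHT Y27 9.38 and 10.2. One read per kilobase equals an RPKM of 0.567 in the shallowest library and 0.064 in the deepest, for counting error only. The highest RPKM of any gene was 662.6 in the shallowest library and 118.9 in the deepest, and no gene exceeded 1.87 reads per base in any library. Depth was lowest in MycER and MycER OHT Y27, so scale differences between abundant and other genes run along comparisons with these groups.

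**Figure D1:**
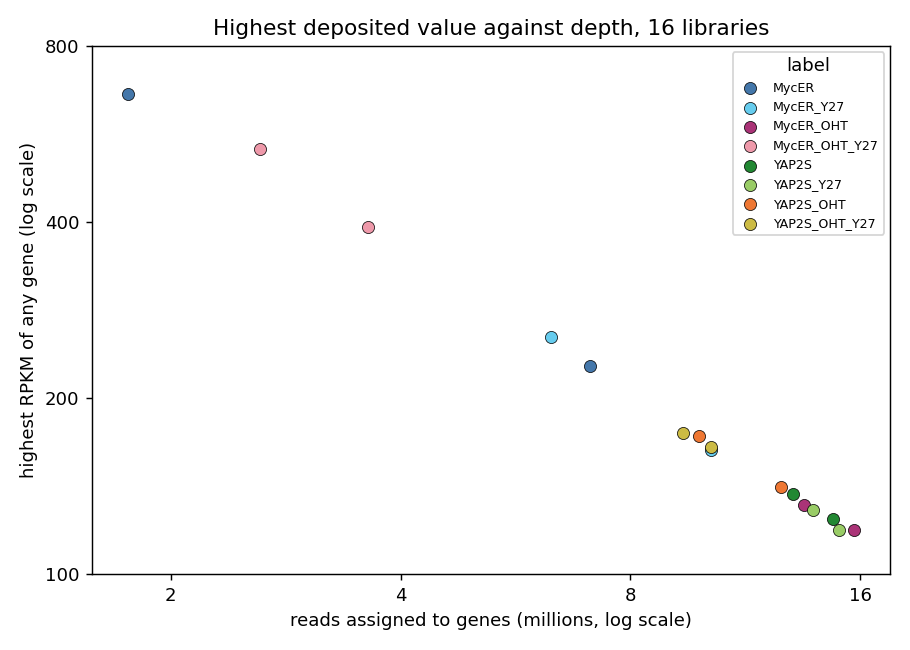
Highest RPKM of any gene (vertical axis, log scale) against estimated depth in M reads assigned to genes (horizontal axis, log scale), 1 point per library, coloured by labelled group. The value falls from 662.6 at 1.76 M reads to 118.9 at 15.71 M reads.

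The labels were checked on genes named in advance: Yap1, Myc, Esr1, the YAP readouts Ctgf, Cyr61 and Ankrd1, and the Myc targets Heatr1, Wdr74, Mcm5 and Impdh2. Ctgf, which encodes a matricellular protein, stood at 155 ± 22.3 RPKM (mean ± SD, n = 2) in MycER, 12.7 ± 1.92 in MycER Y27, 63.9 ± 4.47 in MycER OHT and 150 ± 7.01 in MycER OHT Y27. In the YAP2S groups Ctgf stood at 93.9 ± 1.19 without treatment, 62.5 ± 2.6 with Y27, 111 ± 10.6 with OHT and 16.9 ± 1.27 with both. Cyr61 ran from 55 ± 4.62 in YAP2S OHT Y27 to 296 ± 132 in MycER, and Ankrd1, a cardiac ankyrin repeat protein, from 22.3 ± 7.44 to 152 ± 13.5 in MycER OHT Y27. Heatr1, a factor of ribosomal RNA processing, was 30 ± 4.97 in MycER and 48.5 ± 1.66 in MycER OHT, 29.3 ± 4.33 in MycER Y27 and 54.4 ± 0.012 in MycER OHT Y27. It was 37.5 ± 0.0895 in YAP2S and 47.6 ± 0.327 in YAP2S OHT, 37.7 ± 0.664 in YAP2S Y27 and 48.5 ± 0.394 in YAP2S OHT Y27. Yap1 was 21.6 ± 6.41 in MycER and 23.8 ± 2.16 in YAP2S (log2 change 0.16 ± 0.18, adjusted p = 0.498), so its level did not separate the populations. Whether reads of the mutant were counted under Yap1 is not stated, so this cannot show whether the mutant was expressed. Myc lay between 31.8 ± 3.45 in YAP2S OHT Y27 and 54 ± 0.64 in YAP2S, and Esr1, the source of the hormone-binding domain, between 0.814 ± 0.124 in MycER Y27 and 1.97 ± 0.0217 in MycER OHT Y27.

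Other genes, chosen after their values were seen, separated the 2 untreated populations but changed sides among the OHT-treated libraries. Bex1, a neural adaptor protein gene, was 16 ± 0.0921 RPKM in YAP2S and 18.1 ± 2.73 in YAP2S Y27 but 0.245 ± 0.346 in MycER, and among OHT-treated libraries it was 19.4 ± 0.521 in MycER OHT and 7.56 ± 0.102 in MycER OHT Y27 but 0.74 ± 0.381 in YAP2S OHT. Wnt7a and Fgfbp1 were likewise 7.99 and 11.7 in YAP2S and 15.6 and 11.6 in MycER OHT, but 0.232 and 0.484 in YAP2S OHT. Of 250 genes called with a log2 change above 1 in size between YAP2S and MycER both with and without Y27, 95.2% had the opposite sign between YAP2S OHT and MycER OHT and 86% between the groups with both compounds. The directions below are therefore given for the labels as they stand, and those that involve an OHT-treated library carry this limit.

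**Figure D2:**
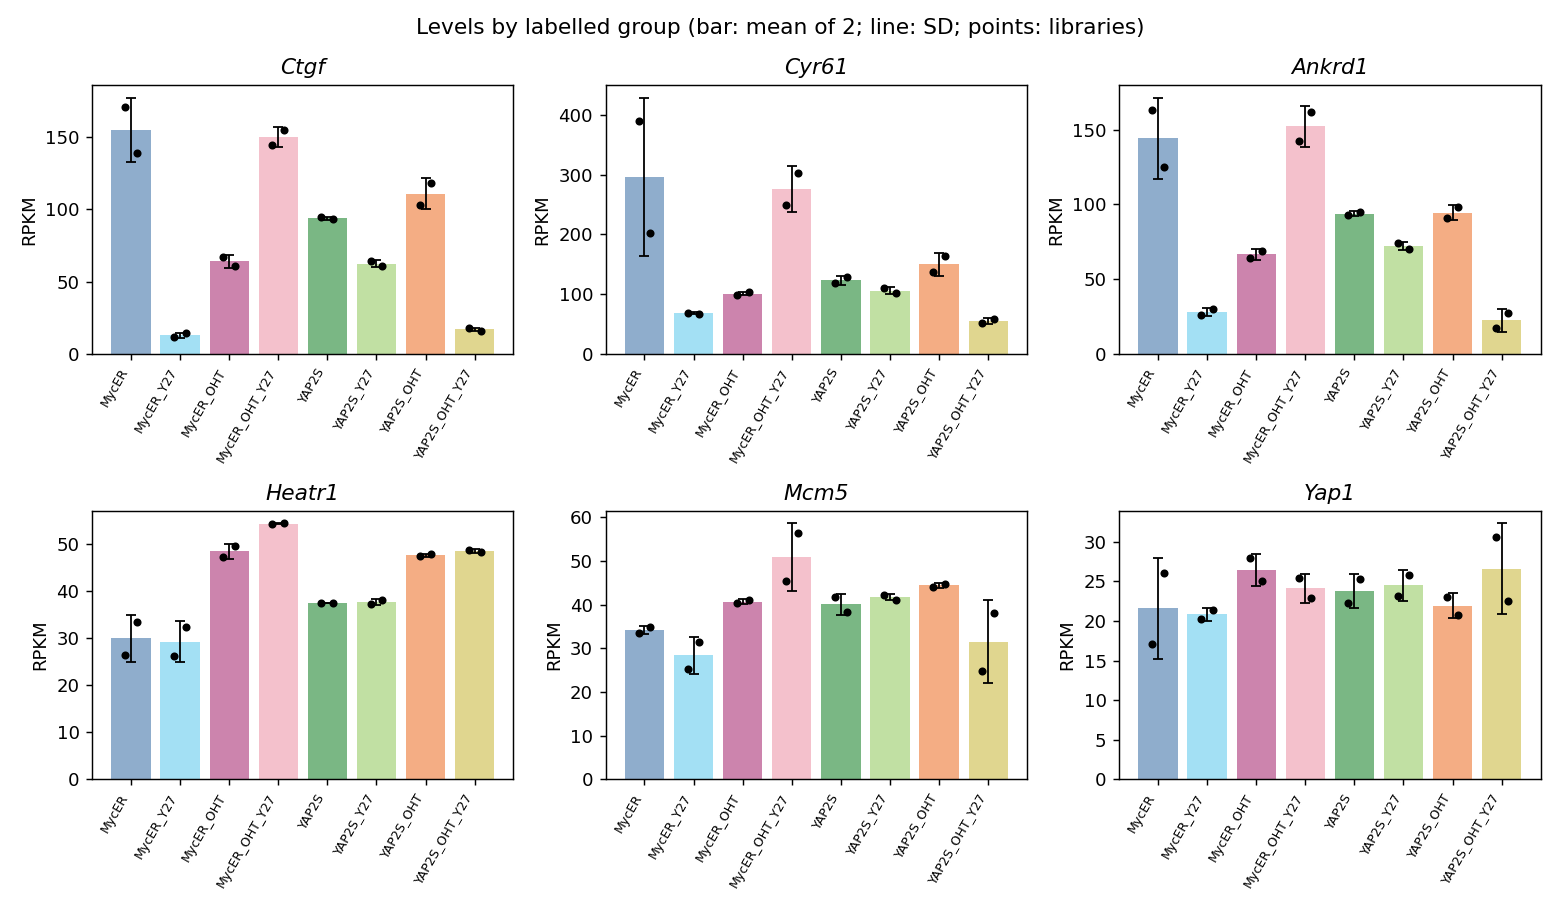
RPKM (vertical axis, linear) of Ctgf, Cyr61, Ankrd1, Heatr1, Mcm5 and Yap1 in the 8 labelled groups (horizontal axis), with bars for the mean of 2 libraries, error bars for 1 SD and points for single libraries. Ctgf is lowest in MycER Y27 (12.7) and YAP2S OHT Y27 (16.9), while Yap1 lies between 20.8 and 26.6 in all groups.

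The first question was which genes respond when MycER is switched on, from MycER OHT against MycER. Of 13028 genes tested, 5851 passed at an adjusted p under 0.05, 4119 higher and 1732 lower, and the median of all genes was 0.22. The highest changes were those of Bhlhe41, a clock-related repressor (2.74 ± 0.32), Rgcc, a regulator of the cell cycle (2.71 ± 0.19), S100a7a (2.66 ± 0.17), the Notch ligand homologue Dlk2 (2.56 ± 0.32), Zbtb12 (2.55 ± 0.33) and the melanocortin receptor gene Mc5r (2.43 ± 0.27), with adjusted p from 3.52e-06 to 0.000237. Among the lowest were Gjb2, a gap junction protein (-3.01 ± 0.22), Lrrc17 (-2.47 ± 0.25), Lars2 (-1.80 ± 0.41), the decoy receptor Tnfrsf11b (-1.76 ± 0.25) and Actb (-1.75 ± 0.38), with adjusted p from 5.72e-06 to 0.00495, although Actb was -0.14 after quantile normalization. The higher and lower counts became 2461 and 2649 after quantile normalization, 2527 and 2525 after cyclic loess and 2261 and 2490 on corrected reads. In every scaling 1860 higher and 1150 lower calls held. On the libraries of this comparison alone limma called 770 genes, and with 1 library left out it called 3196 without MycER replicate 1, 3081 without MycER OHT replicate 1 and 3812 without MycER OHT replicate 2, and Bhlhe41, Lars2, Actb, Heatr1, Cyr61, Ankrd1 and Impdh2 did not pass on the libraries of the comparison alone.

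Of 43 ribosome biogenesis genes, 24 rose and 2 fell (26 and 2 adjusted over the list alone). Their median relative to all genes was 0.25 (camera adjusted p = 0.00902, and 0.546 with estimated correlation). Its members Wdr12 (1.41 ± 0.15), Polr1b (0.94 ± 0.11) and Nle1 (1.74 ± 0.25) rose, as did Heatr1 (0.68 ± 0.12, adjusted p = 0.00124). Among the 45 DNA replication genes, 28 rose and 1 fell (28 and 1 over the list alone). The list had a median of 0.35 relative to all genes (camera adjusted p = 0.00344, and 0.546 with estimated correlation). The chromatin assembly gene Chaf1b (1.05 ± 0.13), Pole (0.85 ± 0.13) and Orc1 (0.94 ± 0.15) rose with adjusted p of 0.000798 or less, while Mcm5 had 0.24 ± 0.17 (adjusted p = 0.26) and Wdr74 0.16 ± 0.12 (adjusted p = 0.265, past the threshold at 0.61 after quantile normalization). Impdh2, an enzyme of guanine nucleotide synthesis, fell by 0.46 ± 0.13 as deposited (adjusted p = 0.0149) but was 0.37 after quantile normalization and 0.33 after cyclic loess, and it did not pass on duplicate-corrected reads (-0.32), without MycER replicate 1 (-0.40) or without MycER OHT replicate 1 (-0.41). From the 34 SRF and actin genes, 30 fell (31 over the list alone), among them Pdlim7 (-1.17 ± 0.09) and Pdlim5 (-0.97 ± 0.13). Relative to all genes the median was -1.29 (camera adjusted p = 2.46e-20, and 0.0776 with estimated correlation), and the median was -0.41 after quantile normalization. Out of 29 extracellular matrix genes, 22 fell (22 over the list alone), among them Loxl2 (-1.06 ± 0.11), Tnc (-0.87 ± 0.09), Col4a1 (-0.98 ± 0.11) and Col5a1 (-0.99 ± 0.12). The median of the list lay at -1.16 relative to all genes (camera adjusted p = 1.49e-14, and 0.0776 with estimated correlation), and the median was -0.32 after quantile normalization. Of 28 YAP-TEAD targets, 6 rose and 9 fell (7 and 9 over the list alone). As a list they had a median of -0.26 relative to all genes (camera adjusted p = 0.0245, and 0.449 with estimated correlation), and the camera adjusted p was 0.721 after quantile normalization and 0.205 after cyclic loess. Tgfb2 rose (1.18 ± 0.16), Ctgf fell (-1.26 ± 0.13, adjusted p = 8.42e-05), and so did Cyr61 (-1.48 ± 0.23) and Ankrd1 (-1.10 ± 0.19), which no longer passed after quantile normalization at -0.11 and -0.37.

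Other lists in this comparison depended on the scaling to differing degrees. Among the 29 nucleotide synthesis genes, 13 rose and 5 fell (13 and 6 over the list alone). Against all genes their median stood at 0.12 (camera adjusted p = 0.53), and the camera adjusted p was 0.00376 after quantile normalization and 0.00607 after cyclic loess. From the 30 classical Myc targets, 9 rose and 11 fell (9 and 12 over the list alone). These genes as a group had a median of -0.29 relative to all genes (camera adjusted p = 0.172), but it was 0.28 after quantile normalization and 0.33 after cyclic loess, and camera pointed the other way with adjusted p = 0.00106 after quantile normalization and adjusted p = 0.0154 after cyclic loess, with 17 higher and 3 lower calls after quantile normalization. Out of 35 translation factor and tRNA synthetase genes, 4 rose and 18 fell (4 and 18 over the list alone). With the median of all genes subtracted, theirs was -0.53 (camera adjusted p = 5.74e-06, and 0.156 with estimated correlation), but it was 0.03 after quantile normalization and 0.02 after cyclic loess, and the camera adjusted p was 0.933 after quantile normalization and 0.792 after cyclic loess, with 6 higher and 9 lower calls after quantile normalization. Of 23 cholesterol synthesis genes, 2 rose and 12 fell (2 and 12 over the list alone). The middle member of the list stood at -0.45 relative to all genes (camera adjusted p = 1.05e-06, and 0.0557 with estimated correlation), and the camera adjusted p was 0.162 after quantile normalization and 0.0794 after cyclic loess. Among the 26 ATF4 and unfolded protein genes, 1 rose and 15 fell (2 and 15 over the list alone). Measured against the median of all genes, the list median was -0.71 (camera adjusted p = 1.05e-06, and 0.0557 with estimated correlation), and the median was -0.21 after quantile normalization. From the 58 replication-dependent histone genes, 5 rose and 24 fell (5 and 24 over the list alone), whose near-identical copies share reads. Relative to all genes their median was -0.62 (camera adjusted p = 2.35e-07, and 0.546 with estimated correlation). Out of 32 lysosome and autophagy genes, 7 rose and 10 fell (7 and 10 over the list alone). Their median relative to all genes was -0.26 (camera adjusted p = 0.0479, and 0.449 with estimated correlation), and the camera adjusted p was 0.794 after quantile normalization and 0.623 after cyclic loess, with 4 higher and 5 lower calls after quantile normalization. Of 382 small structural RNAs, 58 rose and 14 fell (25 and 8 over the list alone). The list had a median of 0.21 relative to all genes (camera adjusted p = 0.684 toward lower values), but it was -0.26 after duplicate correction.

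Camera called none of the following lists. Of 34 genes of G2 and mitosis 12 rose, of 27 cell cycle inhibitor and quiescence genes 8 rose and 7 fell, of 24 p53 targets 9 rose and 6 fell, of 23 immediate early genes 5 rose and 8 fell, and of 15 interferon genes 2 rose and 3 fell. Adjusted over the list alone the counts differed for mitosis (11) and interferon (2 and 2), the medians relative to all genes were 0.05, -0.07, -0.06, -0.27 and -0.18, and camera adjusted p lay between 0.176 and 0.617. After quantile normalization the higher and lower calls were 4 and 6 for quiescence, 6 and 9 for p53 targets and 2 and 7 for interferon. Among the 22 glycolysis genes, 7 rose and 8 fell (7 and 8 over the list alone). Relative to all genes the median was -0.08 (camera adjusted p = 0.215), but it was 0.03 after quantile normalization, with 3 higher and 3 lower calls after quantile normalization. Few markers of other cell types were measured: 2 of 6 macrophage markers rose, 1 of 3 muscle markers fell, 2 of 6 neural markers rose and 2 fell, with the same counts adjusted over the list alone, and of 5 adipocyte markers 1 rose and 1 fell, neither of them adjusted over the list alone. Their medians relative to all genes were 0.20 for macrophage markers (-0.02 after quantile normalization), -0.14 for muscle, -0.34 for neural and -0.47 for adipocyte markers, with camera adjusted p between 0.215 and 0.503. The lists of epithelial and endothelial markers had 2 and 1 tested members and were not tested as lists, and no mitochondrially encoded gene was in the table.

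The next comparison asked what the ROCK inhibitor does on its own, from MycER Y27 against MycER. In all 2327 genes passed, 1744 higher and 583 lower, with a median of 0.13 over all genes. The largest falls were those of Gadd45g, a growth arrest gene (-3.57 ± 0.18), Ctgf (-3.51 ± 0.13), the endothelin gene Edn1 (-3.40 ± 0.19), Fam150a (-3.16 ± 0.17), the ephrin receptor gene Epha4 (-3.11 ± 0.15) and the pentraxin gene Ptx3 (-2.77 ± 0.22), with adjusted p from 5.7e-08 to 1.21e-05. Highest were Rgcc (3.90 ± 0.19), Gnpda1, an amino sugar enzyme (2.38 ± 0.27), the metalloreductase gene Steap3 (2.33 ± 0.31), Mc5r (2.30 ± 0.27), the Wnt agonist gene Rspo3 (2.20 ± 0.17) and the MAP kinase phosphatase gene Dusp4 (2.15 ± 0.19), with adjusted p from 3.53e-07 to 0.00042. Higher and lower calls numbered 1201 and 1122 after quantile normalization, 1273 and 1225 after cyclic loess and 888 and 895 on corrected reads. In each scaling 805 higher and 520 lower calls held. Fitted on its own libraries alone, the comparison called 0 genes by limma (2258 at an unadjusted p under 0.05), and with 1 library left out it called 1257 without MycER replicate 1, 5064 without MycER replicate 2, 1331 without MycER Y27 replicate 1 and 1077 without MycER Y27 replicate 2.

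From the 28 YAP-TEAD targets, 1 rose and 15 fell (2 and 17 over the list alone). The median of the list lay at -0.74 relative to all genes (camera adjusted p = 1.28e-13, and 0.0261 with estimated correlation). Cyr61 (-2.03 ± 0.23), Ankrd1 (-2.32 ± 0.19), the angiomotin gene Amotl2 (-2.38 ± 0.13), Ajuba (-1.70 ± 0.10) and Crim1 (-1.48 ± 0.11) fell with adjusted p from 4.82e-07 to 0.00015. Out of 34 SRF and actin genes, 21 fell (30 over the list alone), including Srf itself (-1.49 ± 0.19), vinculin (Vcl, -0.68 ± 0.10), Fhl2 (-1.05 ± 0.13) and Pdlim7 (-0.70 ± 0.09). As a list they had a median of -0.85 relative to all genes (camera adjusted p = 2.34e-19, and 0.111 with estimated correlation), and the median was -0.35 after quantile normalization. Of 23 immediate early genes, 3 rose and 5 fell (5 and 5 over the list alone), with Fos at -2.42 ± 0.19 and Junb at -0.73 ± 0.13. Against all genes their median stood at 0.08 (camera adjusted p = 0.279 toward lower values), but it was -0.08 after duplicate correction. Among the 29 extracellular matrix genes, 3 rose and 8 fell (5 and 15 over the list alone), with Thbs1 at -2.0 ± 0.28. These genes as a group had a median of -0.54 relative to all genes (camera adjusted p = 1.62e-05, and 0.241 with estimated correlation), and the camera adjusted p was 0.186 after quantile normalization, and the median was -0.02 after quantile normalization. From the 32 lysosome and autophagy genes, 12 rose (18 over the list alone), among them the hydrolase genes Gla (1.49 ± 0.12), Neu1 (1.22 ± 0.11) and Tpp1 (0.87 ± 0.13) and the channel gene Mcoln1 (1.01 ± 0.15). With the median of all genes subtracted, theirs was 0.27 (camera adjusted p = 0.000709, and 0.111 with estimated correlation). Out of 27 cell cycle inhibitor and quiescence genes, 12 rose and 2 fell (14 and 2 over the list alone), with Klf4 at 1.76 ± 0.17 and Ndrg1 at 0.90 ± 0.08. The middle member of the list stood at 0.30 relative to all genes (camera adjusted p = 0.0251, and 0.213 with estimated correlation), and the median was 0.22 after quantile normalization. Of 6 neural markers, 2 fell (3 over the list alone). Measured against the median of all genes, the list median was -0.48 (camera adjusted p = 0.000812, and 0.111 with estimated correlation). Among the 3 muscle markers, 1 fell (1 over the list alone). Relative to all genes their median was -0.35 (camera adjusted p = 0.02, and 0.246 with estimated correlation).

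In YAP2S cells the same comparison, added after the values were seen, called 87 genes, 53 higher and 34 lower. Ovgp1 rose (1.54 ± 0.17, adjusted p = 0.00256) and Fos fell (-1.87 ± 0.19, adjusted p = 0.00216). Ctgf had -0.58 ± 0.13 (adjusted p = 0.0801) and Cyr61 -0.22 ± 0.23 (adjusted p = 1). In every scaling 47 higher and 33 lower calls held, while the higher and lower counts became 180 and 140 after quantile normalization, 101 and 94 after cyclic loess and 271 and 316 on corrected reads. A pseudocount of 0.1 gave 39 calls. On the libraries of this comparison alone limma called 1403 genes, and with 1 library left out it called 14 without YAP2S replicate 1, 7 without YAP2S replicate 2, 10 without YAP2S Y27 replicate 1 and 6 without YAP2S Y27 replicate 2. Across genes the Y27 responses of the 2 populations, which share no library, had r = 0.55, and genes are not independent replicates. The difference between these 2 responses was not tested on its own.

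Whether MycER still acts with ROCK inhibited was asked from MycER OHT Y27 against MycER Y27. The test called 6522 genes, 2158 higher and 4364 lower, with a median of -0.16 over all genes. Highest were Ctgf (3.47 ± 0.13), Ptchd4 (3.30 ± 0.15), the natriuretic peptide receptor gene Npr3 (3.28 ± 0.17), Plscr2 (3.26 ± 0.23), Ptx3 (3.13 ± 0.22) and Edn1 (2.95 ± 0.19), with adjusted p from 6.57e-08 to 9.47e-07. Lowest were the transcription factor gene Klf4 (-3.12 ± 0.17), Gnpda1 (-3.07 ± 0.27), Ccng2, a cyclin of quiescent cells (-3.03 ± 0.16), Igfbp5 (-3.03 ± 0.26), the metallothionein gene Mt2 (-2.95 ± 0.13) and Armcx1 (-2.93 ± 0.15), with adjusted p from 8.77e-08 to 4.72e-06. The higher and lower counts became 3258 and 3221 after quantile normalization, 3415 and 3382 after cyclic loess and 3159 and 2767 on corrected reads. In every scaling 1981 higher and 2651 lower calls held.

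From the 43 ribosome biogenesis genes, 32 rose (34 over the list alone), among them nucleolin (Ncl, 1.58 ± 0.14), Nop56 (1.11 ± 0.11), Polr1b (1.10 ± 0.11) and Rrp9 (1.30 ± 0.15). Their median relative to all genes was 0.78 (camera adjusted p = 8.52e-14, and 0.102 with estimated correlation). The study's Myc targets Heatr1 (0.88 ± 0.12), Wdr74 (0.61 ± 0.12) and Mcm5 (0.82 ± 0.17) rose with adjusted p of 0.00192 or less. Out of 30 classical Myc targets, 25 rose (26 over the list alone), including Tfrc (1.44 ± 0.16), Odc1 (0.70 ± 0.10) and Slc16a1 (0.81 ± 0.12). The list had a median of 0.85 relative to all genes (camera adjusted p = 1.23e-10, and 0.0597 with estimated correlation), and the median was 0.34 after quantile normalization. Of 29 nucleotide synthesis genes, 23 rose (24 over the list alone), with Ctps at 1.54 ± 0.12 and Rrm2 at 1.37 ± 0.15. Relative to all genes the median was 0.75 (camera adjusted p = 5.22e-12, and 0.102 with estimated correlation). Among the 34 genes of G2 and mitosis, 24 rose (24 over the list alone), with Kif20a at 0.90 ± 0.13, Ect2 at 0.99 ± 0.14 and Mki67 at 1.09 ± 0.16. The median of the list lay at 0.79 relative to all genes (camera adjusted p = 1.04e-09, and 0.294 with estimated correlation). From the 28 YAP-TEAD targets, 17 rose and 3 fell (17 and 3 over the list alone), with Cyr61 at 1.99 ± 0.23, Ankrd1 at 2.41 ± 0.19 and Amotl2 at 2.42 ± 0.13. As a list they had a median of 1.06 relative to all genes (camera adjusted p = 9.91e-09, and 0.0597 with estimated correlation). Out of 32 lysosome and autophagy genes, 22 fell (23 over the list alone), with Neu1 at -2.03 ± 0.11 and Gla at -2.09 ± 0.12. Against all genes their median stood at -0.65 (camera adjusted p = 8.3e-06, and 0.06 with estimated correlation).

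The effect of Y27 on cells already treated with OHT came from MycER OHT Y27 against MycER OHT. In this comparison 6104 genes passed, 1363 higher and 4741 lower, with a median of -0.29 over all genes. The highest were abundant or structural RNAs, namely Lars2 (1.99 ± 0.41, 2.28 after quantile normalization), Eef1a1 (1.95 ± 0.38 and 0.12), Actb (1.87 ± 0.38 and 0.14), Rmrp (1.76 ± 0.37 and 0.26), Ppia (1.76 ± 0.35 and 0.34) and Rpph1 (1.75 ± 0.38 and 0.33), with adjusted p from 0.00205 to 0.00339 as deposited, along a step in depth from 15.71 and 13.49 to 3.63 and 2.62 M reads. Lowest were Klf4 (-2.83 ± 0.17), Mc5r (-2.44 ± 0.27), BC022687 (-2.34 ± 0.19), Gnpda1 (-2.16 ± 0.27), Tmem203 (-2.15 ± 0.30) and the growth factor antagonist gene Spry2 (-2.13 ± 0.24), with adjusted p from 1.26e-05 to 0.000421. Higher and lower calls numbered 2014 and 2042 after quantile normalization, 2066 and 2204 after cyclic loess and 2180 and 1945 on corrected reads. In each scaling 754 higher and 1488 lower calls held. With 1 library left out limma called 3413 without MycER OHT replicate 1 and 3673 without MycER OHT Y27 replicate 2. Of 34 SRF and actin genes, 27 rose and 1 fell (27 and 2 over the list alone), with Vcl at 0.85 ± 0.10, Myh9 at 1.04 ± 0.14 and Actn1 at 0.68 ± 0.10. These genes as a group had a median of 1.09 relative to all genes (camera adjusted p = 1.72e-19, and 0.102 with estimated correlation), and the median was 0.28 after quantile normalization. Among the 58 replication-dependent histone genes, 39 rose and 2 fell (39 and 3 over the list alone). With the median of all genes subtracted, theirs was 1.18 (camera adjusted p = 6.87e-21, and 0.174 with estimated correlation). Ctgf rose (1.22 ± 0.13, adjusted p = 0.000114), and the p53 targets Sesn1 (-1.48 ± 0.12) and Bbc3 (-1.57 ± 0.22) fell.

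The direct test of whether Y27 changed the MycER response was the OHT by Y27 interaction, the OHT response with Y27 minus that without. It called 6699 genes, 1604 with a positive and 5095 with a negative difference, with a median of -0.43 over all genes. Among the largest positive differences were those of Ctgf (4.73 ± 0.19), Fam150a (3.79 ± 0.24), Thbs1 (3.63 ± 0.40), Gadd45g (3.60 ± 0.25) and Ankrd1 (3.50 ± 0.27), with adjusted p from 1.02e-07 to 4.21e-05. The largest negative ones were those of Rgcc (-5.16 ± 0.27), Mc5r (-4.73 ± 0.39), Klf4 (-4.59 ± 0.24), Gnpda1 (-4.54 ± 0.39), Rspo3 (-4.01 ± 0.24) and BC022687 (-3.91 ± 0.26), with adjusted p from 5.37e-07 to 8.22e-06. From the 28 YAP-TEAD targets, 15 had a positive difference and 2 a negative one (15 and 3 over the list alone), with Cyr61 at 3.47 ± 0.33 and Amotl2 at 3.15 ± 0.18. The middle member of the list stood at 1.38 relative to all genes (camera adjusted p = 2.73e-09, and 0.0554 with estimated correlation). Out of 34 SRF and actin genes, 29 had a positive difference (29 over the list alone), with Vcl at 1.53 ± 0.15 and Myh9 at 1.60 ± 0.19. Measured against the median of all genes, the list median was 1.95 (camera adjusted p = 8.57e-22, and 0.0561 with estimated correlation), and the median was 0.56 after quantile normalization. Of 32 lysosome and autophagy genes, 4 had a positive difference and 20 a negative one (4 and 20 over the list alone), with Gla at -2.67 ± 0.17 and Neu1 at -2.35 ± 0.16. Against all genes the list median stood at -0.38 (camera adjusted p = 0.0477, and 0.234 with estimated correlation). In every scaling 1065 higher and 1936 lower calls held, while the higher and lower counts became 2606 and 2515 after quantile normalization, 2718 and 2710 after cyclic loess and 2630 and 2314 on corrected reads. The OHT responses with and without Y27, which share no library, had r = 0.04, across genes that are not independent replicates.

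What the YAP mutant does without treatment was asked from YAP2S against MycER. The RNA of Yap1 itself did not separate these labels (0.16 ± 0.18, adjusted p = 0.498), which cannot show whether the mutant was expressed. There were 4334 genes past the threshold, 3236 higher and 1098 lower, with a median of 0.24 over all genes. S100a7a (2.67 ± 0.17), the protease inhibitor gene Serpinb9b (2.17 ± 0.13), Plxdc2 (2.01 ± 0.13), the transcription factor gene Foxf1 (1.94 ± 0.17) and Ptx3 (1.88 ± 0.22) were higher with adjusted p from 2.99e-06 to 0.000389, and Gjb2 was lower (-2.12 ± 0.22, adjusted p = 0.000125). Ctgf (-0.71 ± 0.13), Cyr61 (-1.19 ± 0.23) and Ankrd1 (-0.60 ± 0.19) were lower as deposited, with adjusted p from 0.00481 to 0.0293, but after quantile normalization they stood at 0.17, 0.11 and 0.28. After cyclic loess none of these 3 passed, Ankrd1 did not pass on duplicate-corrected reads (-0.45) or without MycER replicate 1 (-0.41), YAP2S replicate 1 (-0.58) or YAP2S replicate 2 (-0.62), and Cyr61 did not pass without YAP2S replicate 1 (-1.13). Among the 34 SRF and actin genes, 1 was higher and 27 lower (1 and 28 over the list alone), with Actg2 at -1.11 ± 0.17 and Tpm2 at -0.78 ± 0.14. Their median relative to all genes was -1.07 (camera adjusted p = 9.58e-20, and 0.0573 with estimated correlation), with 0 higher and 9 lower calls after quantile normalization, where the median was -0.11. From the 29 extracellular matrix genes, 21 were lower (21 over the list alone), with Tnc at -0.87 ± 0.09 and Loxl2 at -0.73 ± 0.11. The list had a median of -0.98 relative to all genes (camera adjusted p = 1.91e-17, and 0.0573 with estimated correlation), with 0 higher and 8 lower calls after quantile normalization, where the median was -0.21. Out of 34 genes of G2 and mitosis, 19 were higher (19 over the list alone), with Ect2 at 0.96 ± 0.14, Cenpf at 1.48 ± 0.24 and Birc5 at 0.84 ± 0.16. Relative to all genes the median was 0.31 (camera adjusted p = 0.00836, and 0.722 with estimated correlation), with 12 higher and 0 lower calls after quantile normalization, where the median was 0.30. The higher and lower counts became 985 and 1072 after quantile normalization, 1046 and 938 after cyclic loess and 982 and 1291 on corrected reads. In every scaling 645 higher and 408 lower calls held. Fitted on its own libraries alone, the comparison called 0 genes by limma (3958 at an unadjusted p under 0.05).

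The same comparison under Y27, YAP2S Y27 against MycER Y27, was added after the values were seen. It called 2083 genes, 1375 higher and 708 lower. Edn1 (3.65 ± 0.19), Foxf1 (3.38 ± 0.17), Plscr2 (3.35 ± 0.23), Ptx3 (3.34 ± 0.22), Ptchd4 (3.13 ± 0.15) and Dlk2 (2.97 ± 0.32) were highest and Gjb2 (-2.32 ± 0.22), Igfbp5 (-1.42 ± 0.26), Mt2 (-1.40 ± 0.13), the protease gene Pappa (-1.30 ± 0.13), Postn (-1.29 ± 0.16) and Slc27a1 (-1.18 ± 0.17) lowest, with adjusted p from 3.04e-07 to 0.00317. Of 28 YAP-TEAD targets, 17 were higher and 1 lower (18 and 1 over the list alone), with Ctgf at 2.22 ± 0.13, Ankrd1 at 1.35 ± 0.19, Amotl2 at 1.75 ± 0.13 and Lats2 at 1.12 ± 0.08. The median of the list lay at 0.83 relative to all genes (camera adjusted p = 1.17e-07, and 0.0853 with estimated correlation). Among the 32 lysosome and autophagy genes, 1 was higher and 15 lower (1 and 20 over the list alone). As a list they had a median of -0.53 relative to all genes (camera adjusted p = 1.88e-09, and 0.0301 with estimated correlation), and the median was -0.31 after quantile normalization. Higher and lower calls numbered 1387 and 1342 after quantile normalization, 1297 and 1117 after cyclic loess and 1658 and 1544 on corrected reads. In each scaling 1059 higher and 585 lower calls held. On the libraries of this comparison alone limma called 3254 genes, and with 1 library left out it called 624 without MycER Y27 replicate 1, 904 without YAP2S Y27 replicate 1 and 618 without YAP2S Y27 replicate 2.

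In YAP2S cells the OHT response came from YAP2S OHT against YAP2S. The test called 1793 genes, 750 higher and 1043 lower. Gjb2 (2.16 ± 0.22), the phosphatase gene Pdxp (2.12 ± 0.15), the sialyltransferase gene St6galnac4 (1.82 ± 0.15), Dgat2 (1.77 ± 0.13), Pomgnt2 (1.61 ± 0.22) and Fam185a (1.49 ± 0.14) rose most, with adjusted p from 7.28e-06 to 0.000696. Serpinb9b (-2.64 ± 0.13), S100a7a (-2.57 ± 0.17), Arhgap18 (-2.0 ± 0.19), Fam26e (-1.77 ± 0.17), Plxdc2 (-1.65 ± 0.13) and the myelin gene Pmp22 (-1.63 ± 0.13) fell most, with adjusted p from 8.78e-07 to 6.79e-05. From the 43 ribosome biogenesis genes, 13 rose (21 positive and 1 negative over the list alone), with Polr1b at 0.85 ± 0.11, while Heatr1 had 0.34 ± 0.12 (adjusted p = 0.0804). Against all genes their median stood at 0.32 (camera adjusted p = 1.12e-06, and 0.478 with estimated correlation). Out of 34 genes of G2 and mitosis, 13 fell (1 positive and 20 negative over the list alone), with Cenpe at -1.49 ± 0.22 and Ect2 at -0.97 ± 0.14. These genes as a group had a median of -0.51 relative to all genes (camera adjusted p = 6.99e-07, and 0.478 with estimated correlation), with 1 higher and 21 lower calls after quantile normalization. Ccng2 (-1.38 ± 0.16) and Cdkn1b (-0.83 ± 0.11), genes of quiescence, fell, and Ctgf had 0.23 ± 0.13 (adjusted p = 0.267). In every scaling 667 higher and 834 lower calls held, while the higher and lower counts became 1322 and 1268 after quantile normalization, 1092 and 1032 after cyclic loess and 1574 and 1908 on corrected reads. Fitted on its own libraries alone, the comparison called 6015 genes by limma, and with 1 library left out it called 617 without YAP2S replicate 1, 489 without YAP2S replicate 2, 742 without YAP2S OHT replicate 1 and 473 without YAP2S OHT replicate 2.

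With Y27 present, the OHT response of YAP2S cells came from YAP2S OHT Y27 against YAP2S Y27. Past the threshold were 1955 genes, 652 higher and 1303 lower. Gjb2 (2.37 ± 0.22), Dgat2 (1.72 ± 0.13), St6galnac4 (1.63 ± 0.15) and Pdxp (1.52 ± 0.15) rose most and Edn1 (-3.76 ± 0.19), Plscr2 (-3.53 ± 0.23), Foxf1 (-3.42 ± 0.17) and Fam26e (-3.35 ± 0.17) fell most, with adjusted p from 3.11e-07 to 3.13e-05. Of 28 YAP-TEAD targets, 2 rose and 15 fell (2 and 16 over the list alone), with Ctgf at -1.83 ± 0.13, Ankrd1 at -1.69 ± 0.19 and Amotl2 at -1.93 ± 0.13. With the median of all genes subtracted, theirs was -0.76 (camera adjusted p = 1.26e-07, and 0.149 with estimated correlation). Among the 34 genes of G2 and mitosis, 26 fell (29 over the list alone), with Ect2 at -1.30 ± 0.14. The middle member of the list stood at -0.79 relative to all genes (camera adjusted p = 1.08e-12, and 0.246 with estimated correlation). The higher and lower counts became 1422 and 1434 after quantile normalization, 1114 and 1307 after cyclic loess and 1564 and 1736 on corrected reads. In every scaling 607 higher and 1072 lower calls held. On the libraries of this comparison alone limma called 466 genes, and with 1 library left out it called 3772 without YAP2S OHT Y27 replicate 2, 828 without YAP2S Y27 replicate 1 and 742 without YAP2S Y27 replicate 2.

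Y27 given with OHT to YAP2S cells was compared as YAP2S OHT Y27 against YAP2S OHT. Of all genes 1481 passed, 647 higher and 834 lower. Edn1 (-3.39 ± 0.19), Epha4 (-3.57 ± 0.15), Gadd45g (-3.32 ± 0.18), Fam150a (-3.28 ± 0.17), Ptx3 (-3.37 ± 0.22) and Ctgf (-2.65 ± 0.13) fell with adjusted p from 2.14e-07 to 3.53e-06, and Klf4 (2.15 ± 0.17), Mc5r (2.07 ± 0.27), Rgcc (1.98 ± 0.19), Dusp4 (1.97 ± 0.19) and the decoy receptor gene Tnfrsf23 (2.20 ± 0.15) rose with adjusted p from 3.62e-06 to 0.000519. From the 28 YAP-TEAD targets, 1 rose and 14 fell (3 and 16 over the list alone), with Cyr61 at -1.43 ± 0.23, Ankrd1 at -2.07 ± 0.19 and Lats2 at -1.04 ± 0.08. Measured against the median of all genes, the list median was -0.51 (camera adjusted p = 4.83e-08, and 0.116 with estimated correlation). Out of 32 lysosome and autophagy genes, 5 rose (9 over the list alone). Against all genes the list median stood at 0.25 (camera adjusted p = 0.000198, and 0.136 with estimated correlation), with 16 higher and 1 lower calls after quantile normalization. This response had r = 0.64 with the Y27 response of MycER cells without OHT, and r = -0.34 with that of MycER cells with OHT, across genes that are not independent replicates. Higher and lower calls numbered 1142 and 1206 after quantile normalization and 1399 and 1479 on corrected reads. In each scaling 613 higher and 773 lower calls held. Fitted on its own libraries alone, the comparison called 157 genes by limma, and with 1 library left out it called 517 without YAP2S OHT replicate 1, 432 without YAP2S OHT replicate 2, 793 without YAP2S OHT Y27 replicate 1 and 4243 without YAP2S OHT Y27 replicate 2.

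The OHT by Y27 interaction in YAP2S cells called 58 genes by limma, 9 with a positive and 49 with a negative difference, against 1006 at an unadjusted p under 0.05. Edn1 (-3.05 ± 0.26), Epha4 (-3.02 ± 0.21), Gadd45g (-2.99 ± 0.25), Fam150a (-2.71 ± 0.24) and Foxf1 (-2.42 ± 0.24) had negative differences with adjusted p from 8.4e-05 to 0.000502. Of 28 YAP-TEAD targets, 5 had a negative difference (1 positive and 13 negative over the list alone), with Ctgf at -2.06 ± 0.19, Amotl2 at -2.03 ± 0.18, Lats2 at -0.98 ± 0.12 and Ajuba at -1.15 ± 0.14 among those past the threshold over all genes. Their median relative to all genes was -0.39 (camera adjusted p = 1.61e-09, and 0.0721 with estimated correlation), with 0 higher and 9 lower calls after quantile normalization. In every scaling 6 higher and 47 lower calls held, while the higher and lower counts became 17 and 90 after quantile normalization, 16 and 88 after cyclic loess and 70 and 166 on corrected reads. On the libraries of this comparison alone limma called 36 genes, and with 1 library left out it called 24 without YAP2S replicate 1, 21 without YAP2S replicate 2, 25 without YAP2S OHT replicate 1, 21 without YAP2S OHT replicate 2, 1715 without YAP2S OHT Y27 replicate 2, 21 without YAP2S Y27 replicate 1 and 26 without YAP2S Y27 replicate 2.

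Whether the YAP mutant alters cells that receive both compounds was asked from YAP2S OHT Y27 against MycER OHT Y27. The test called 6122 genes, 4271 higher and 1851 lower, with a median of 0.2 over all genes. Klf4 (3.14 ± 0.17), Igfbp5 (2.81 ± 0.26), Slc27a1 (2.76 ± 0.17), Mt2 (2.72 ± 0.13), Gnpda1 (2.65 ± 0.27) and Steap3 (2.46 ± 0.31) were highest, with adjusted p from 2.51e-07 to 8.33e-05. Plscr2 (-3.44 ± 0.23), Epha4 (-3.20 ± 0.15), Ctgf (-3.08 ± 0.13), Edn1 (-3.06 ± 0.19), Ptx3 (-2.98 ± 0.22) and Gadd45g (-2.93 ± 0.18) were lowest, with adjusted p from 2.51e-07 to 2.09e-06. Among the 28 YAP-TEAD targets, 2 were higher and 17 lower (2 and 17 over the list alone), with Cyr61 at -2.30 ± 0.23 and Ankrd1 at -2.75 ± 0.19. The list had a median of -1.2 relative to all genes (camera adjusted p = 7.57e-10, and 0.0784 with estimated correlation). From the 34 genes of G2 and mitosis, 24 were lower (26 over the list alone), with Mki67 at -1.45 ± 0.16 and Top2a at -1.10 ± 0.14. Relative to all genes the median was -1.01 (camera adjusted p = 3.68e-13, and 0.213 with estimated correlation). The higher and lower counts became 2871 and 2977 after quantile normalization, 2978 and 3125 after cyclic loess and 2450 and 2906 on corrected reads. In every scaling 2274 higher and 1546 lower calls held. Fitted on its own libraries alone, the comparison called 2878 genes by limma.

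The difference between populations in the Y27 response of OHT-treated cells was tested directly, as the YAP2S response minus the MycER response. It called 5206 genes, 3588 with a positive and 1618 with a negative difference, with a median of 0.24 over all genes. Ctgf had a difference of -3.86 ± 0.19 (adjusted p = 5.49e-07), Cyr61 -2.86 ± 0.33 (adjusted p = 9.27e-05) and Ankrd1 -3.25 ± 0.27 (adjusted p = 9.87e-06). Epha4 (-3.91 ± 0.21), Edn1 (-3.42 ± 0.26), Fam150a (-3.91 ± 0.24) and Gadd45g (-3.35 ± 0.25) were also among the most negative, and Klf4 (4.98 ± 0.24), Mc5r (4.51 ± 0.39), Gnpda1 (3.83 ± 0.39), Tnfrsf23 (3.62 ± 0.21), Dusp4 (3.62 ± 0.27) and Cd14 (3.46 ± 0.36) the most positive, with adjusted p from 5.49e-07 to 4.78e-05. Out of 34 SRF and actin genes, 1 had a positive difference and 26 a negative one (1 and 27 over the list alone), with Vcl at -1.12 ± 0.15 and Fhl2 at -1.25 ± 0.18. The median of the list lay at -1.42 relative to all genes (camera adjusted p = 1.45e-14, and 0.17 with estimated correlation), and the median was -0.49 after quantile normalization. Of 28 YAP-TEAD targets, 1 had a positive difference and 14 a negative one (3 and 14 over the list alone). As a list they had a median of -0.98 relative to all genes (camera adjusted p = 1.31e-07, and 0.16 with estimated correlation). Mcm5 had -0.82 ± 0.24 (adjusted p = 0.0192) and lost its call without MycER OHT replicate 1 (-0.81), without MycER OHT Y27 replicate 2 (-0.67) and without YAP2S OHT replicate 2 (-0.81). Higher and lower calls numbered 2349 and 2607 after quantile normalization, 2322 and 2570 after cyclic loess and 2502 and 2818 on corrected reads. In each scaling 1881 higher and 1155 lower calls held. With 1 library left out limma called 3037 without MycER OHT replicate 1 and 2901 without YAP2S OHT replicate 2.

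Without Y27, the OHT by YAP2S interaction, the OHT response of YAP2S cells minus that of MycER cells, called 5003 genes, 1609 with a positive and 3394 with a negative difference, with a median of -0.26 over all genes. Gjb2 (5.17 ± 0.30), Lrrc17 (3.31 ± 0.35) and Tnfrsf11b (2.78 ± 0.35) were among the most positive, and S100a7a (-5.23 ± 0.24), Serpinb9b (-4.63 ± 0.19), Mc5r (-3.48 ± 0.39) and Plxdc2 (-3.45 ± 0.18) the most negative, with adjusted p from 4.56e-08 to 0.000285. Ctgf had 1.49 ± 0.19 (adjusted p = 0.000235), while Cyr61 (1.75 ± 0.33) and Ankrd1 (1.10 ± 0.27) passed as deposited but stood at 0.14 and 0.07 after quantile normalization, short of the threshold, as was Ankrd1 after cyclic loess (0.46). Among the 34 SRF and actin genes, 28 had a positive difference (29 over the list alone). Against all genes their median stood at 1.5 (camera adjusted p = 1.62e-16, and 0.0942 with estimated correlation), and the median was 0.33 after quantile normalization. From the 29 extracellular matrix genes, 21 had a positive difference (22 over the list alone). These genes as a group had a median of 1.46 relative to all genes (camera adjusted p = 1.48e-13, and 0.0942 with estimated correlation), and the median was 0.46 after quantile normalization. Out of 34 genes of G2 and mitosis, 20 had a negative difference (21 over the list alone), with Cenpf at -3.04 ± 0.34 and Ect2 at -1.74 ± 0.20. With the median of all genes subtracted, theirs was -0.54 (camera adjusted p = 0.000879, and 0.706 with estimated correlation). In every scaling 838 higher and 1538 lower calls held, while the higher and lower counts became 2203 and 2022 after quantile normalization, 1867 and 1884 after cyclic loess and 2421 and 2397 on corrected reads. With 1 library left out limma called 3026 without MycER OHT replicate 1, 3301 without YAP2S replicate 2 and 2584 without YAP2S OHT replicate 2.

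The interaction of all 3 factors, the OHT by Y27 interaction of YAP2S cells minus that of MycER cells, called 4750 genes, 3457 positive and 1293 negative, with a median of 0.4 over all genes. Ctgf (-6.79 ± 0.26), Gadd45g (-6.59 ± 0.36), Fam150a (-6.50 ± 0.33) and Edn1 (-6.47 ± 0.37) were the most negative and Rgcc (5.79 ± 0.38), Mc5r (5.70 ± 0.55), Klf4 (5.66 ± 0.33) and Gnpda1 (5.31 ± 0.55) the most positive, with adjusted p from 8.45e-08 to 5.03e-05. Of 28 YAP-TEAD targets, 1 had a positive difference and 15 a negative one (1 and 15 over the list alone). The middle member of the list stood at -1.64 relative to all genes (camera adjusted p = 1.93e-10, and 0.0632 with estimated correlation). Among the 34 SRF and actin genes, 1 had a positive difference and 27 a negative one (1 and 27 over the list alone). Measured against the median of all genes, the list median was -2.12 (camera adjusted p = 3.86e-17, and 0.117 with estimated correlation), and the median was -0.58 after quantile normalization. The higher and lower counts became 1912 and 2001 after quantile normalization, 2021 and 2074 after cyclic loess and 2131 and 2341 on corrected reads. In every scaling 1596 higher and 868 lower calls held. With 1 library left out limma called 3042 without YAP2S OHT replicate 2.

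Camera called markers of other cell types in further comparisons, but none with an estimated correlation. Of 3 muscle markers 2 fell in the OHT response of YAP2S cells (adjusted p = 0.0406, and 0.478 with an estimated correlation) and 2 in that under Y27 (0.0425 and 0.306), neither called after quantile normalization. In their Y27 response without OHT 1 fell (0.00945 and 0.318). Of 6 neural markers 2 fell in the Y27 response of YAP2S cells with OHT (0.00739 and 0.281) and 0 in that without (0.0024 and 0.234). Of the same 6, 2 had a positive OHT by Y27 interaction in MycER cells (0.0145 and 0.185), 2 a negative difference between populations in the Y27 response with OHT (0.0222 and 0.232) and 1 a negative interaction of all 3 factors (0.0119 and 0.188).

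**Figure D3:**
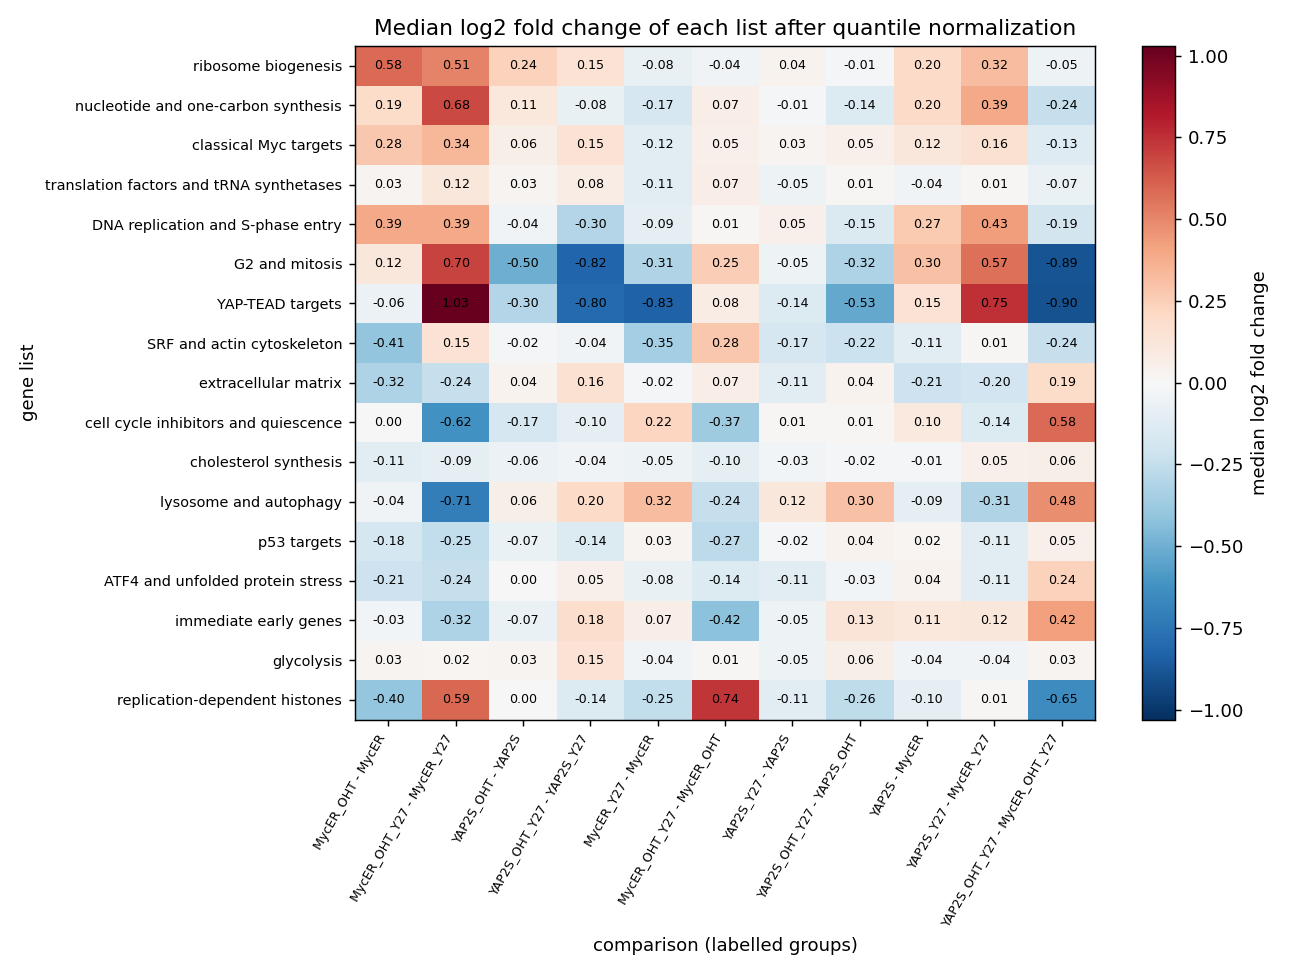
Median log2 fold change after quantile normalization (colour) of 17 gene lists (vertical axis) in 11 comparisons (horizontal axis). SRF and actin genes have a median of -0.35 for Y27 in MycER cells and 0.28 for Y27 in OHT-treated MycER cells, and YAP-TEAD targets -0.83 and 0.08.

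Genes induced by OHT in one population were then tested as a set for the OHT by Y27 interaction of the other, whose libraries did not choose them. The set defined in YAP2S cells held 525 genes, and in MycER cells its members had a median interaction of -0.28 against -0.43 for all genes, with 345 lower and 180 higher. The two-sided fry test gave a p of 0.00885 (adjusted p = 0.0177 over the 2 sets) for a shift to negative values, while camera, which compares the set with other genes, gave a p of 0.558 (adjusted p = 0.712) toward higher values, so that the shift was not larger than that of genes in general. After quantile normalization, which removes the shift of all genes, fry gave a p of 0.0658 toward positive values for the genes then called induced. The set defined in MycER cells held 3401 genes with a median interaction of -0.01 in YAP2S cells, and fry gave a p of 0.906 (adjusted p = 0.906) and camera a p of 0.712 (adjusted p = 0.712). On the quantile-normalized log2 scale the mean of the YAP2S-defined set was 3.20 in YAP2S, 4.14 in YAP2S OHT and 3.92 in YAP2S OHT Y27, and 3.45 in MycER, 3.63 in MycER OHT and 3.71 in MycER OHT Y27. The mean of the MycER-defined set was 3.06 in MycER, 3.65 in MycER OHT and 3.41 in MycER OHT Y27, and 3.37 in YAP2S, 3.34 in YAP2S OHT and 3.45 in YAP2S OHT Y27.

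**Figure D4:**
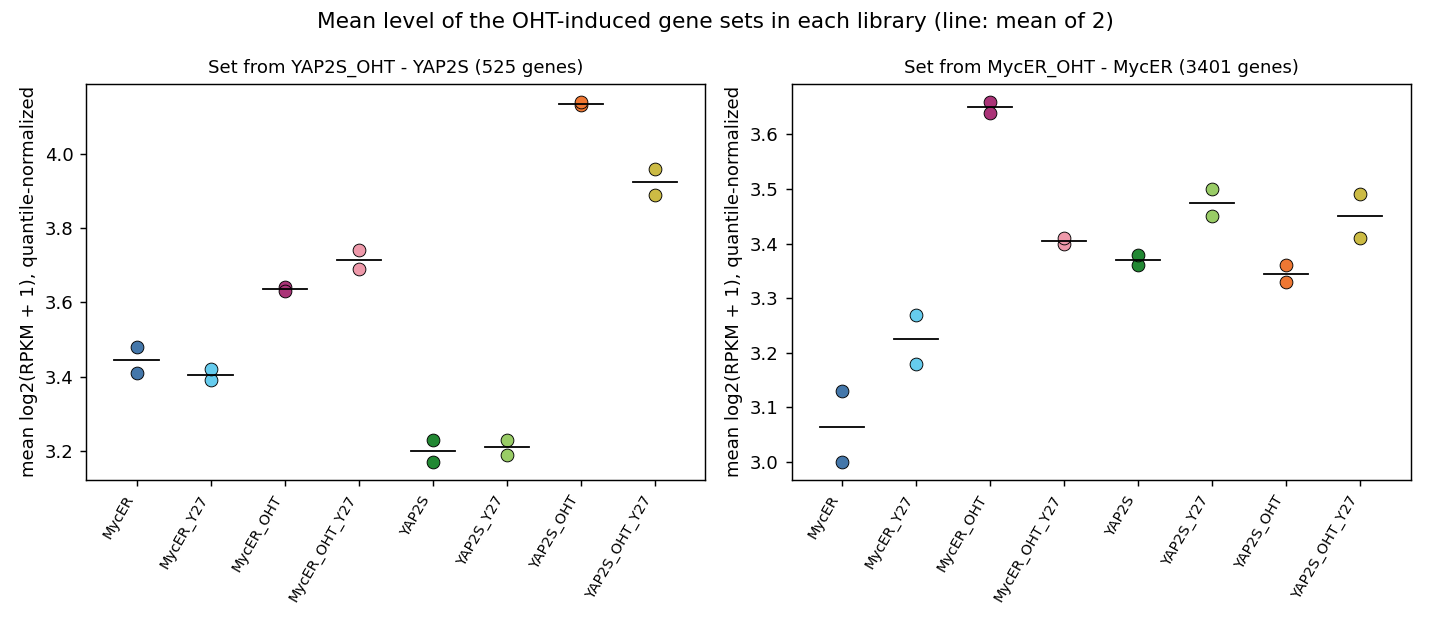
Mean log2(RPKM + 1) after quantile normalization (vertical axis) of the 525 genes induced by OHT in YAP2S cells and the 3401 induced in MycER cells, per labelled group (horizontal axis), with points for single libraries and bars for the mean of 2. The first set is highest in YAP2S OHT (4.14) and the other in MycER OHT (3.65), the groups that defined them.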

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

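The interaction tests given first were planned, while the tests weighed in the 3 patterns after them were chosen only after those patterns were seen. The effects of the same treatment differed between groups, by a test of the difference itself, in 5 comparisons. The Y27 response of OHT-treated cells differed between populations for 5206 genes, the OHT response without Y27 for 5003, and the interaction of all 3 factors called 4750. The OHT response differed with and without Y27 for 6699 genes in MycER cells and 58 in YAP2S cells, which became 21 to 1715 with 1 library left out, the highest without YAP2S OHT Y27 replicate 2. Of the genes named in advance, the Y27 response of OHT-treated cells, YAP2S minus MycER, differed for Ctgf (-3.86), Cyr61 (-2.86), Ankrd1 (-3.25), Mcm5 (-0.82) and Impdh2 (-0.77). The OHT response without Y27 differed for Ctgf (1.49), Cyr61 (1.75), Ankrd1 (1.10) and Impdh2 (0.70). After quantile normalization Cyr61 (0.14) and Ankrd1 (0.07) no longer passed there. The values of Impdh2 changed sign with the scaling, to 0.16 and -0.36 after quantile normalization, and its call in the OHT response without Y27 ended without MycER OHT replicate 1 (0.65) and without YAP2S OHT replicate 2 (0.61). Mcm5 lost its call without MycER OHT replicate 1 (-0.81), MycER OHT Y27 replicate 2 (-0.67) or YAP2S OHT replicate 2 (-0.81).

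Genes that mark a population, and genes that respond to Y27, changed sides in the OHT-treated libraries: of 250 population genes, called with a log2 change above 1 in size without OHT, 95.2% and 86% had the opposite sign without and with Y27, and of the 557 genes that Y27 changed by more than 1 on the log2 scale in MycER cells, 95.2% kept their direction in YAP2S and 96.6% in OHT-treated YAP2S cells but 11.5% in OHT-treated MycER cells. Depth or scaling is argued against, since with the population genes chosen anew 93.7% or more had the opposite sign on duplicate-corrected reads (301 genes), after quantile normalization (131) and after cyclic loess (145). An exchange of labels among the OHT-treated groups may explain it: by variance explained in an additive model of population, OHT and Y27, the labels as given (41.1%) ranked 476 of 840 distinct assignments. The best of all exchanged the OHT-treated groups alone and explained 76.6%. The study describes that the inhibitor weakened S-phase entry and Myc target induction in MycER cells, which mutant YAP restored. By label, 9 classical Myc targets rose in MycER cells without Y27 and 25 with it (17 and 21 after quantile normalization). For DNA replication genes it was 28 and 19 (24 and 24). Neither shows how the columns were named. This 41.1% cannot tell an exchange of labels from a response to MycER that runs opposite ways in the 2 populations. The data hold no mark of the population that MycER could not change.

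Abundant genes and genes of the middle range moved apart between libraries, so that the most abundant genes changed by a median of -0.87 relative to those of the middle range in the OHT response of MycER cells. A single wrong scale factor per library is argued against by this difference of -0.87, and a treatment effect on abundant RNAs alone by a difference of 0.6 in size between the 2 MycER replicates, which share a treatment. Reads counted once per position may be part of the source: over the 8 pairs of replicates the same difference followed the ratio of depths (Pearson's r = -0.96, two-sided exact permutation p = 0.000198, Spearman's rho = -0.93, exact p = 0.00223). Without the 2 pairs farthest from the median ratio, MycER and MycER Y27, r was -0.87 (exact permutation p = 0.0278). A correction that takes reads to be evenly spread left a difference of -0.64 in the OHT response of MycER cells and of 0.483 between the MycER replicates, so that a loss of this even kind is not the whole source, and anything else that follows depth stays open and was not tested.

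By chi-square per degree of freedom on recovered reads, the 2 YAP2S OHT Y27 libraries (35.64) differed more than other pairs (2.38 to 7.82). A bias toward GC-rich genes is argued against as the whole source, since a smooth curve on GC content removed 15.6% of the variance of their log2 ratio, and RNA of another group mixed into replicate 1 likewise, since the difference to any other group explained at most 7% of the squared log2 ratio. No biological explanation was tested, since both libraries carry 1 label, and what sets them apart stays open. On the log2 scale the MycER pair differed about as much (5.4% of genes over 2-fold against 4.1%, r 0.963 and 0.958).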

How the results depend on the processing

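The alternatives were planned except cyclic loess, voom on duplicate-corrected reads, both added comparisons and the averaged OHT effect, which were chosen only after the values were seen. Of 273 named gene values, 211 kept their direction and their side of the threshold under every alternative run and every left-out library. Without a trend, without a filter, without structural RNAs and histone genes, or with a log2 change above 0.5 asked as well, every count stayed within 1.5 times its value as deposited. For the genes that left the threshold or turned, and the counts below, the cause was not tested unless it is named.

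Counts as deposited are given in parentheses. The Y27 response of YAP2S cells without OHT (87) became 39 with a pseudocount of 0.1 and 53 with a filter at 5. After quantile normalization the Y27 response of OHT-treated MycER cells (6104) became 4056, that of OHT-treated YAP2S cells (1481) 2348 and that of YAP2S cells without OHT (87) 320. The untreated YAP2S effect (4334) became 2057, the OHT by Y27 interaction of YAP2S cells (58) 107 and the averaged OHT effect (899) 1801. After cyclic loess the untreated YAP2S effect became 1984, the interaction of YAP2S cells 104, their Y27 response without OHT 195 and the averaged OHT effect 1700. Voom on duplicate-corrected reads gave 2273 for the untreated YAP2S effect, 3482 for the OHT response of YAP2S cells (1793), 3300 for that under Y27 (1955), 2878 for their Y27 response with OHT, 587 for that without OHT, 236 for their interaction, and 3202 for the YAP2S effect under Y27 (2083). On recovered reads without correction voom gave 3165, 3117, 2443, 434, 190 and 3153 for the last 6 of these. Fitted on the libraries of a comparison alone, which leaves 2 to 8 residual degrees of freedom, the OHT response of MycER cells (5851) became 770, their Y27 response without OHT (2327) 0 in limma with 2258 at an unadjusted p under 0.05, and the untreated YAP2S effect 0 with 3958. In that fit the OHT response of YAP2S cells became 6015, that under Y27 466, their Y27 response with OHT 157 and without OHT 1403, their interaction 36, the YAP2S effect with both compounds (6122) 2878 and that under Y27 3254.

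Over the 14 planned comparisons camera called 152 list results, and 1 with an estimated correlation, the YAP-TEAD targets in the Y27 response of MycER cells (adjusted p = 0.0261). The genes induced by OHT in YAP2S cells had a fry p of 0.00885 toward negative interactions in MycER cells, which turned positive after quantile normalization (0.0658), cyclic loess (0.0634) and duplicate correction (0.311), and lay between 0.00377 and 0.0146 in the other alternatives. Directions that turned after quantile normalization were those of Impdh2 in the OHT response of MycER cells (0.37), in the difference between Y27 responses (0.16) and in the OHT by YAP2S interaction (-0.36), and those of Ctgf (0.17), Cyr61 (0.11) and Ankrd1 (0.28) in the untreated YAP2S effect. After cyclic loess Impdh2 turned to 0.33, 0.09 and -0.34 in the same 3. In the OHT response of MycER cells the classical Myc targets turned (camera adjusted p = 0.00106 after quantile normalization and 0.0154 after cyclic loess), and for small structural RNAs fry pointed up (adjusted p = 0.038).

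With each library left out in turn, so that the lone library of its group is taken to vary like the others, counts ran from 3081 to 7188 for the OHT response of MycER cells, 1077 to 5064 for their Y27 response, 3413 to 5082 for that with OHT, 5155 to 7866 for their interaction and 4731 to 5498 for the OHT response under Y27. For the YAP2S effect they ran from 487 to 6667 untreated, 618 to 1949 under Y27 and 4094 to 6610 with both compounds. In YAP2S cells they ran from 473 to 742 for OHT, 742 to 3772 for OHT under Y27, 6 to 14 for Y27, 432 to 4243 for Y27 with OHT and 21 to 1715 for the interaction. For the differences between populations they ran from 2901 to 6354 for Y27 in OHT-treated cells, 2584 to 6790 for OHT without Y27 and 3042 to 6630 for all 3 factors, and the fry p from 0.000337 to 0.0293 for the set defined in YAP2S cells and 0.587 to 0.993 for that defined in MycER cells. The highest counts in YAP2S cells with both compounds came without YAP2S OHT Y27 replicate 2, and those against untreated MycER cells without MycER replicate 2.

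Over 28 pairs of groups, deviations of equal replicate numbers had r from -0.33 to 0.43 (median -0.02, 8 over 0.1), so the numbers do not pair the libraries. With the replicate block the Y27 response of YAP2S cells without OHT became 49, and no other count moved by over 1.5 times. The settings planned for a table of counts were not run, since the table holds RPKM: TMM, RLE and total-size scaling, edgeR, DESeq2 and the filters on counts. Depth limits the fineness of low values.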

Other observations

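The comparison of all OHT-treated with all other libraries was chosen only after the values were seen, and the tests of other splits were written before their results were known. It does not depend on which OHT-treated library carries which of the OHT labels, and it averages over population and Y27. In 8 OHT-treated against 8 other libraries, limma called 1801 genes after quantile normalization, 1072 higher and 729 lower, and 899 as deposited, 580 higher and 319 lower. These counts take the 2 libraries of a group as separate samples, which makes the adjusted p below too small where groups differ for other reasons. Of the 13028 genes, 538 (4.13%) had no overlap between the 8 and the 8 libraries on that scale, and 3 of the 35 splits of whole groups described below gave as many, with a median of 7 and a highest of 579 in the others (chance gives at most 2.86% of genes). Genes chosen after their values were seen include the phosphatase gene Pdxp (1.88 ± 0.11, adjusted p = 1.09e-08), the sialyltransferase gene St6galnac4 (1.63 ± 0.10, adjusted p = 1.76e-08), Fam185a (1.55 ± 0.15, adjusted p = 3.91e-06) and the phospholipid scramblase gene Xkr8 (1.48 ± 0.10, adjusted p = 2.98e-08), which rose after quantile normalization. Of the Myc targets named in advance, Heatr1 (0.52 ± 0.07, adjusted p = 0.000122) and Wdr74 (0.35 ± 0.07, adjusted p = 0.00172) rose, while Mcm5 (0.13 ± 0.13, adjusted p = 0.587) and Impdh2 (0.08 ± 0.07, adjusted p = 0.542) did not pass. The nucleolar gene Ncl rose (0.73 ± 0.14, adjusted p = 0.00162), and Ccng2, a cyclin gene of quiescent cells, fell (-1.32 ± 0.25, adjusted p = 0.00155). Of the 35 splits of the 8 groups into 4 and 4, with replicates kept together, 3 called as many as 1801 genes, the real one included, and the highest of the others called 2161, so chance in the grouping is not excluded for this count. As deposited 6 of the 35 called as many as 899, and the highest of the others called 3057. The others were MycER, MycER Y27, YAP2S OHT and YAP2S OHT Y27 against the rest (2161) and MycER, MycER OHT Y27, YAP2S and YAP2S OHT against the rest (1933). The assignment of labels given below, under which they part populations and Y27, was chosen on the same libraries, so this match adds no support. In 100 splits of the 16 single libraries the highest other count was 5, but none of these others kept all replicates together, so this count decides nothing.

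In the assignment of labels that explained the most variance, 76.6%, the libraries labelled MycER OHT stand as YAP2S OHT Y27, MycER OHT Y27 as YAP2S OHT, YAP2S OHT as MycER OHT, and YAP2S OHT Y27 as MycER OHT Y27.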
